A study of Mus musculus with 12 samples.

How the data were processed

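RNA sequencing was used to compare mouse lung tumors with normal mouse lung. The series holds 12 samples, of which 5 are labelled normal lung and 7 are labelled tumor. Per the labels' protocols, samples were kept in an RNA-preserving solution, total RNA was purified on miRNeasy columns, messenger RNA was enriched by its poly-A tails, and libraries were read as paired ends on an Illumina NovaSeq. The aligner, the counting tool, whether counting used the strand, the genome build and the annotation are not stated in the labels or in the header of the table.

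The deposited table lists 30399 genes by Ensembl identifier with 1 column per sample. The values deposited by the authors are a normalized read count signal, on a scale shared by all samples, scaled neither to a fixed library total nor by gene length. This unit was worked out from the values. In every column 100% of the values were whole multiples of that column's smallest step, the worth of 1 read. The reciprocal of that step was within a relative difference of 3.31e-11 of a median-of-ratios size factor computed from the recovered reads. Size factors ran from 0.619 to 1.58. Each listed gene had at least 1 read over the 12 samples. Gene symbols came from GENCODE release M21, which named 29982 of the 30399 identifiers and left 417 without a symbol. Because the build behind the table is not stated, no genome coordinates are given.

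The recovered reads give the depth. Totals ran from 11126432 to 17032234 reads assigned to genes in normal lung and from 13093843 to 24217633 in tumors. At these depths 3 reads correspond to a normalized count of up to 4.85 in normal lung and up to 3.57 in tumors, and lower values rest on too few reads to be ranked. Reads are not independent molecules, so these floors cover counting error only.

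Samples were grouped by the tissue label alone, and replicate numbers were given in the order of listing and pair no samples. The titles carry a number, shared by tumors 3 and 4 (159) and by tumors 5, 6 and 7 (201), so the 7 tumors have 4 distinct numbers. The labels do not say what the number stands for. Most tumor titles also hold a Spanish word for lung (tumors 3, 4, 5 and 6) or trachea (tumors 1 and 7). Replicate libraries were compared for duplicates, and none of the 25 same-group pairs compared on whole reads matched within sampling noise (smallest chi-square per degree of freedom 18.4). Tumor 3 was left out of this check, so its pairs, including that with tumor 4 of the same number, were not compared.

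The groups, the comparisons, the gene lists, the rule for naming genes and most of the alternatives were chosen before the data were examined. The design had foreseen edgeR for counts. It had foreseen limma for values scaled to a library total or by gene length, or already in log2. The deposited unit is none of these, so the use of limma as the main test was settled once the unit was known. The 23674 genes with a mean value of at least 1 were tested on log2(value + 1) with lmFit and eBayes with a mean-variance trend (limma 3.58.1, R 4.3.3), with Benjamini-Hochberg adjustment. A gene was called higher or lower in tumor at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Counts of genes within a list, statements that a single gene passed the threshold, and the site comparison use the adjusted p alone. All log2 fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. List scores are the mean of log2(value + 1) over a list, compared by an exact two-sided permutation test over all 792 splits of the samples and adjusted over 7 lists. The smallest p these splits can give is 0.00253. Scores and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

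Genes are named if they belong to the lists, if they are among the 8 largest changes in each direction past the threshold with groups that do not overlap and a mean log2 value of at least 4, or if they are among the 6 most variable genes across the tumors at the same mean. Genes outside this rule are introduced as such, and some genes that meet it are not reported here and were left out of the checks of single genes. Listed genes absent from the table, such as Neurod1 and B2m, were not analysed here. Because use of the strand is not stated, 24 of the 134 genes under this rule whose annotated spans overlap another listed gene have uncertain counts, as do families of near-identical genes such as the H2 genes.

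Counts for 22213 genes, of which 200 were changed, were simulated with the means and spread of the 5 normal lungs in both groups. On these, limma with 5 against 7 samples recovered 159 (79.5%) and 6 of its 165 calls were false (3.64%). With 2 against 4 samples it recovered 93 (46.5%), with 12.3% of calls false. With 5 against 6 samples, 5 of 165 calls of edgeR (3.03%) and 36 of 215 calls of DESeq2 (16.7%) were false, and the count tests were not simulated at the sizes of the site comparison. The list test passed 0.05 in 9 of 200 unshifted simulated lists and in 200 of 200 lists shifted by 2 log2 units. Genes in these lists varied independently, with the spread of normal lung. Neither simulation used the spread of the tumors, and far more than 200 genes were called in the real data. The rates are therefore not error rates of the real comparisons, the site comparison included.

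Alternatives covered quantile normalization, other filters, a pseudocount of 0.1, averaging or correlating tumors that share a title number, leaving out the trachea-titled tumors, and leaving out each sample in turn. Further alternatives were chosen after seeing the data: equal column totals, a Y-linked covariate, centring by GC content and transcript length, and count tests on recovered reads with edgeR 4.0.16 and DESeq2 1.42.0. The count tests used 11 samples, leaving out tumor 3, whose 1-read step lies so close to 1 that an automatic check of the recovery did not accept it.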

Results

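Tumors arising in a mouse lung cancer model made by nonviral CRISPR/Cas9 mutagenesis were profiled by poly-A RNA sequencing alongside normal mouse lung. CRISPR/Cas9 cuts DNA at a chosen site, and its repair leaves small insertions or deletions that can disable a gene. In the study, as far as is known of it, the nuclease was delivered to the lung to disrupt tumor suppressor genes, Rb1, Rbl1 and Trp53 among them, whose loss is used to model small cell lung carcinoma, a neuroendocrine tumor. The labels do not say which genes were targeted in which sample. The data comprised 5 normal lungs and 7 tumors. Recovered depth was 13748910, 17032234, 11126432, 13451353 and 15693735 reads in normal lungs 1 to 5, and 23980583, 13093843, 16927950, 17894980, 19528644, 23208140 and 24217633 reads in tumors 1 to 7. Tumor libraries were on average deeper, and between 22608 and 25419 genes had reads in tumors against 21868 to 22889 in normal lung. The 10 highest genes took 8.13% to 11.9% of the reads in normal lung and 6.004% to 8.19% in tumors. The single highest gene in every sample, ENSMUSG00000119584, has no symbol in the annotation used and was singled out after its values were seen. It took 3.40% to 6.32% of the reads in normal lung and 2.24% to 4.78% in tumors.

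The samples separated by tissue. Spearman correlations over the tested genes were 0.970 to 0.986 between normal lungs, 0.873 to 0.976 between tumors, and 0.717 to 0.854 between a normal lung and a tumor. The first principal component held 69.5% of the variance and placed all normal lungs on one side and all tumors on the other, with tumor 7 nearest to normal lung. The labels give no sequencing batch or date, so no comparison within batches was made. Genes of the Y chromosome were unevenly present, with a mean log2 value over 4 genes of 9.18 to 9.43 in 4 of the 5 normal lungs and 9.14 in 1 of the 7 tumors, against 0 to 1.48 in the remaining samples. Tissue and Y-linked expression are thus partly confounded.

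The comparison of tumor with normal lung asks which genes distinguish the tumors from the tissue in which they arose. Of 23674 genes tested with limma, 14554 had an adjusted p under 0.05, 7430 with higher and 7124 with lower values in tumor. With the fold change limit, 5686 genes were called higher and 5805 lower in tumor. The median log2 fold change over all tested genes was 0.04. In 9102 genes (38.4%) the values of the 7 tumors lay entirely above or entirely below those of the 5 normal lungs, 4749 above and 4353 below, where chance gives 0.253%. The alternatives that moved these counts most were edgeR fits on the recovered reads of 11 samples, with 18308 genes tested. Upper quartile factors gave 4319 genes higher and 4050 lower, and TMM factors 4618 and 3767, against 5508 and 5584 with limma on the same samples. Scaling all columns to the same total moved the median fold change by 0.20 and gave 6507 higher and 5146 lower genes. With the Y-linked level as a covariate 11632 genes passed the adjusted p threshold.

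**Figure D1:**
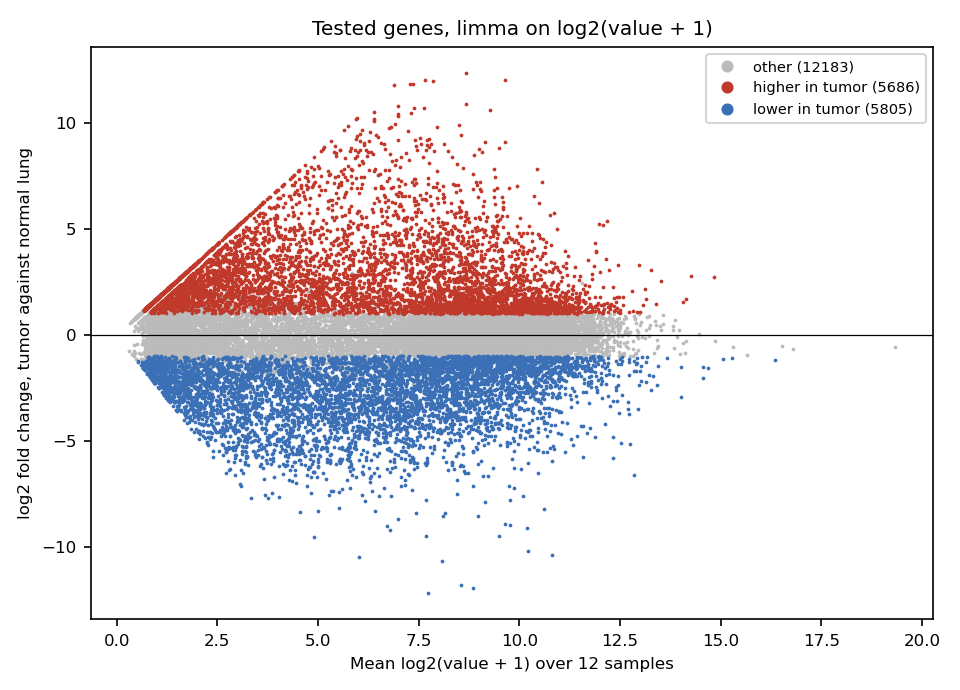
Log2 fold change of tumor against normal lung (vertical axis) plotted against the mean log2(value + 1) over 12 samples (horizontal axis) for the genes tested with limma, one point per gene. Red points are the 5686 genes called higher in tumor and blue points the 5805 called lower, with the remaining genes in grey.

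Rb1, Rbl1 and Trp53 were examined first. Rb1 (ENSMUSG00000022105) had 173, 131, 136, 111 and 147 normalized counts in normal lungs 1 to 5, and 384, 462, 383, 441, 371, 327 and 286 in tumors 1 to 7. Its log2 fold change was 1.43 (SE 0.18, limma adjusted p = 1.28e-05). The annotated span of Rb1 overlaps that of Rcbtb2 on the opposite strand, which makes its count uncertain. Rbl1 (ENSMUSG00000027641) was also higher in tumor, at 383 ± 48.0 normalized counts in normal lung (SD, n = 5) and 1235 ± 353 in tumors (SD, n = 7), with a log2 fold change of 1.63 (SE 0.22, adjusted p = 2.92e-05). The lowest tumor values of Rbl1 were 683 in tumor 6 and 787 in tumor 7, both above the highest normal lung value of 437.

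Trp53 (ENSMUSG00000059552) had 885 ± 150 normalized counts in normal lung and 1175 ± 322 in tumors, with individual tumors at 860, 1712, 1300, 1447, 871, 1036 and 997. The groups overlapped, and the log2 fold change of 0.38 (SE 0.20, limma adjusted p = 0.106) did not pass the adjusted p threshold. By adjusted p alone it passed when the trachea-titled tumors were left out (0.50) and under equal totals (0.59). Both values are short of the fold change limit. Gene-level counts do not show whether a transcript carries an insertion or deletion.

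**Figure D2:**
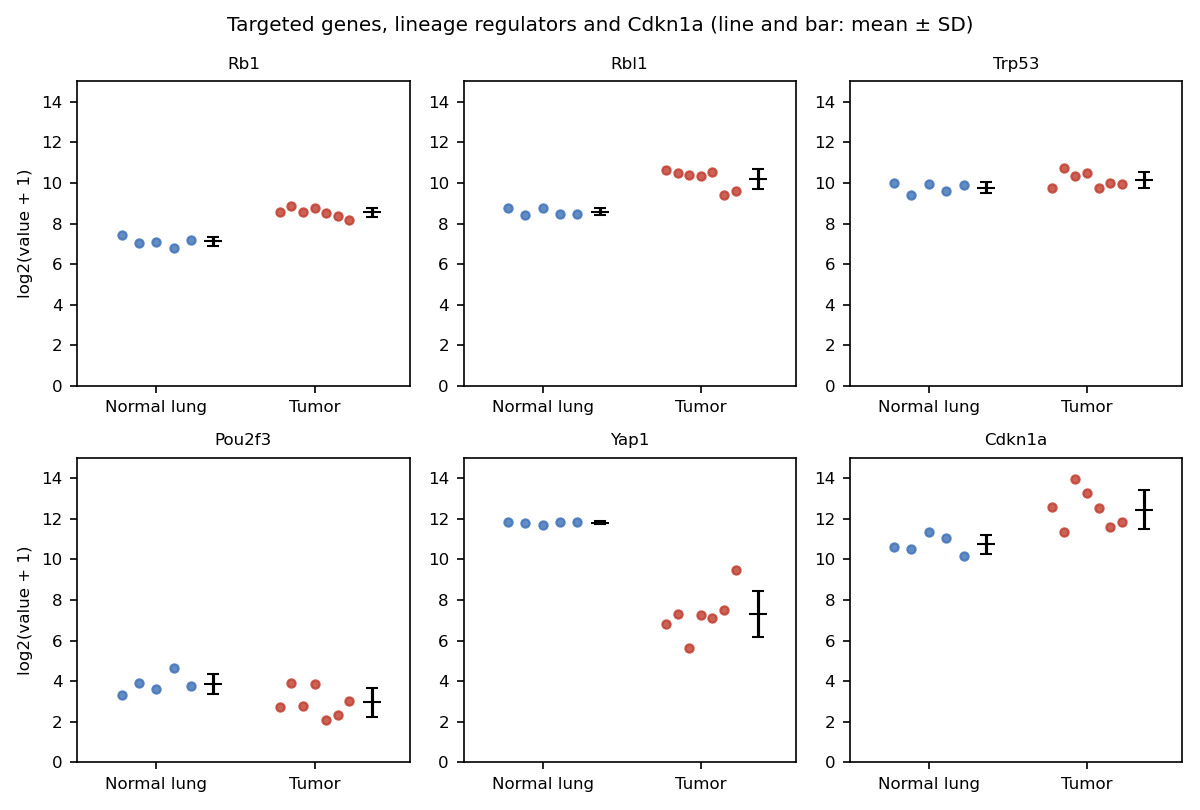
Log2(value + 1) of Rb1, Rbl1, Trp53, Pou2f3, Yap1 and Cdkn1a in each of 5 normal lungs (blue) and 7 tumors (red), with the mean and SD of each group as a line and bar. Rb1, Rbl1 and Cdkn1a lie higher in tumors and Yap1 lower, while Trp53 and Pou2f3 overlap between the groups.

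Yap1 and Pou2f3, whose expression is used in telling apart subtypes of small cell lung carcinoma, were compared next. Yap1 (ENSMUSG00000053110) fell by 4.50 on the log2 scale (SE 0.46, adjusted p = 2.04e-06), from 3601 ± 158 normalized counts in normal lung (SD, n = 5) to 216 ± 227 in tumors (SD, n = 7). Pou2f3 (ENSMUSG00000032015) had 14.2 ± 5.77 normalized counts in normal lung and 7.68 ± 4.43 in tumors, and its log2 fold change of -0.89 (SE 0.41, adjusted p = 0.0737) did not pass the threshold, although it did when tumor 2 (-1.05) or tumor 4 (-1.04) was left out, and when adjustment covered its list alone. Neurod1 was not analysed here.

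The neuroendocrine list asks whether the tumors carry the expression programme of neuroendocrine cells. Its score over 15 genes was 4.73 ± 0.23 in normal lung (SD, n = 5) and 11.44 ± 0.45 in tumors (SD, n = 7). The difference of 6.71 had an exact permutation p of 0.00253 (adjusted 0.00442), the smallest the splits allow, and the lowest tumor (10.62, tumor 7) lay above the highest normal lung (5.02). By limma 14 of the 15 genes were higher in tumor, and the counts were the same when adjustment covered the list alone. Chga (ENSMUSG00000021194) had the largest change of the list, 12.02 (SE 0.38, adjusted p = 8.65e-11), and rose from 5.57 ± 2.80 to 29551 ± 17029 normalized counts. Insm1 changed by 9.08 (SE 0.34), Calca by 9.11 (SE 0.63) and Syp by 4.01 (SE 0.24). Stmn2 (ENSMUSG00000027500) went the other way and fell by 4.38 on the log2 scale (SE 0.64, adjusted p = 5.83e-05), from 1197 ± 436 to 79.6 ± 70.3 normalized counts.

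The proliferation score over 16 genes rose from 6.86 ± 0.38 in normal lung to 11.01 ± 0.33 in tumors, a difference of 4.16 (exact permutation p of 0.00253, adjusted 0.00442). All 16 genes were higher in tumor, with log2 fold changes from 2.30 for Pcna to 5.68 for Cdk1. Mki67 (ENSMUSG00000031004) rose from 541 ± 299 to 19139 ± 5726 normalized counts. Among 11 targets of the p53 protein, scores did not separate the groups. The score was 9.67 ± 0.16 in normal lung and 9.60 ± 0.32 in tumors, a difference of -0.07 (exact permutation p of 0.679). The sign changed when z-scores (0.10) or equal totals (0.14) were used. The median over the list gave a larger decrease, -0.40, that did not pass the threshold (exact permutation p of 0.0783, adjusted 0.0913). By adjusted p alone, without the fold change limit, 2 individual targets were higher and 3 lower in tumor over all genes tested, against 2 and 2 when adjusted over the list. The lower targets include Sesn2 (-0.78, adjusted p = 0.0434), which is short of that limit. Counts of higher and lower targets were 4 and 3 without the trachea-titled tumors, and 4 and 2 under equal totals. The lower count fell to 2 in most fits that left out a sample. Cdkn1a (ENSMUSG00000023067) changed by 1.71 (SE 0.41, adjusted p = 0.00247) and Zmat3 by 1.47 (SE 0.24), while Ccng1 changed by -1.75 (SE 0.25) and Phlda3 by -2.70 (SE 0.38).

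**Figure D3:**
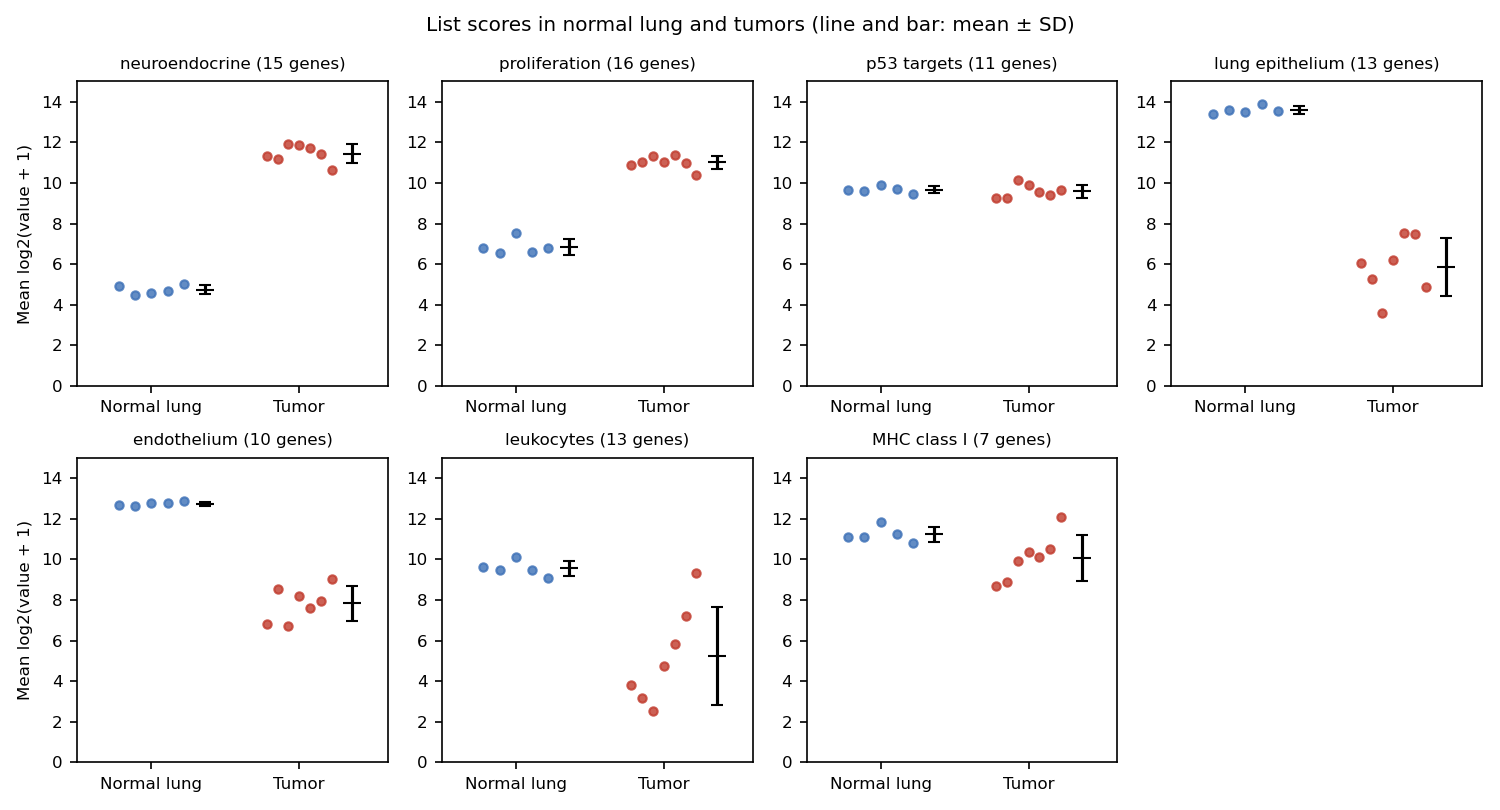
Mean log2(value + 1) over each of 7 gene lists in 5 normal lungs (blue) and 7 tumors (red), with the group mean and SD as a line and bar. Neuroendocrine and proliferation scores are higher in every tumor than in every normal lung, lung epithelium and endothelium scores are lower, p53 target scores overlap, and leukocyte scores run from 2.53 to 9.32 among tumors.

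Lists for the cell types of normal lung were lower in tumor. The lung epithelium score over 13 genes was 13.59 ± 0.19 in normal lung (SD, n = 5) and 5.86 ± 1.42 in tumors (SD, n = 7), a difference of -7.73. The endothelium score over 10 genes was 12.75 ± 0.10 and 7.84 ± 0.86, a difference of -4.91. Both had an exact permutation p of 0.00253 (adjusted 0.00442), and all genes of both lists were lower in tumor, whether adjusted over all genes or over the list. In edgeR with TMM factors 9 of 10 endothelium genes and 12 of 13 lung epithelium genes were called lower. The call of the endothelial gene Vwf (-1.79 in limma) was lost there (-1.34) and with the Y-linked covariate (-1.25). The leukocyte score over 13 genes was 9.56 ± 0.37 in normal lung and 5.24 ± 2.40 in tumors, a difference of -4.33 (exact permutation p of 0.00505, adjusted 0.00707), with 12 genes lower over all genes and 13 when adjusted over the list. The count tests called fewer of these genes lower, 5 of 13 in edgeR with TMM factors and 5 of the 10 tested in DESeq2. Limma on the same samples called 11 of 13, so the decrease of single leukocyte genes depends on the method. Ptprc (-4.04 in limma) and H2-Aa (-4.24), the leukocyte genes named here, were not called in edgeR with TMM factors (-1.66 and -0.82). Tumors differed widely in the leukocyte score, which was 3.80, 3.19, 2.53, 4.77, 5.83, 7.21 and 9.32 in tumors 1 to 7, and tumor 7 lay within the normal lung range. Scores of 7 genes of MHC class I presentation were 11.24 ± 0.38 and 10.09 ± 1.13, and their difference of -1.15 did not pass the threshold (exact permutation p of 0.0581, adjusted 0.0678). Without tumor 7 the difference was -1.48 and passed it (adjusted 0.00505, with alternatives from 0.00505 to 0.237). H2-K1 (-2.20, SE 0.44, adjusted p = 7.20e-04) and H2-D1 (-1.94, SE 0.31, adjusted p = 1.10e-04) were lower in tumor, as members of a family whose reads can be shared between copies.

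Over all tested genes, the 8 largest increases among genes with groups that did not overlap included Elavl3, Chga, Adgrb3, Ina, Dcx and Fam155a. Elavl3 (ENSMUSG00000003410) changed by 12.35 (SE 0.38, adjusted p = 8.65e-11). All its normal lung values were at or under the floor of 3 reads, and against that floor it was at least 3105-fold higher in tumors, at 15043 ± 4381 normalized counts. Dcx was listed at 0 in every normal lung and had 3883 ± 1627 normalized counts in tumors. Elavl3 and Ina each overlap another listed gene. The 8 largest decreases were Cxcl15, Sftpa1, Slc34a2, Cldn18, Gm43085, Scgb1a1, Sftpc and Gm39094. Cxcl15 (ENSMUSG00000029375) changed by -12.18 (SE 1.19, adjusted p = 1.39e-06), from 29810 ± 6177 to 36.2 ± 63.2 normalized counts, and Sftpa1 (ENSMUSG00000021789) by -11.95 (SE 1.21, adjusted p = 1.93e-06). The standard errors of Cxcl15, Sftpa1, Slc34a2, Cldn18, Scgb1a1 and Sftpc exceeded 1, and tumors differed among themselves, with an SD of 3.03 log2 units for Cxcl15 across tumors against 0.31 across normal lungs.

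Variation among the tumors was largest in Hoxb8, Myh6, Tlr11, Xcr1, Rnase6 and Bpifa1. Hoxb8 (ENSMUSG00000056648) had log2 values of 0, 14.005, 0, 3.94, 12.67, 7.71 and 9.69 in tumors 1 to 7, and 4.19 to 5.39 in normal lungs. Its log2 fold change of 2.22 (SE 2.24, adjusted p = 0.406) did not pass the threshold in limma, and it passed in edgeR with TMM factors (7.39). Myh6, a heart muscle gene, reached 14.14 in tumor 7 and was 0 in tumor 3. Xcr1, a gene of a class of dendritic cells, ran from 0 in tumors 1 and 3 to 10.43 in tumor 7. Limma gave Myh6, Tlr11 and Xcr1 negative fold changes that did not pass the threshold, and edgeR gave them positive ones that did not pass either. In limma Xcr1 did pass when same-numbered tumors were averaged (-4.28) and without tumor 7 (-4.12). Rnase6 changed by -5.44 (SE 1.71, adjusted p = 0.0135) in limma and by -1.18 without passing the threshold in edgeR with TMM factors.

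**Figure D4:**
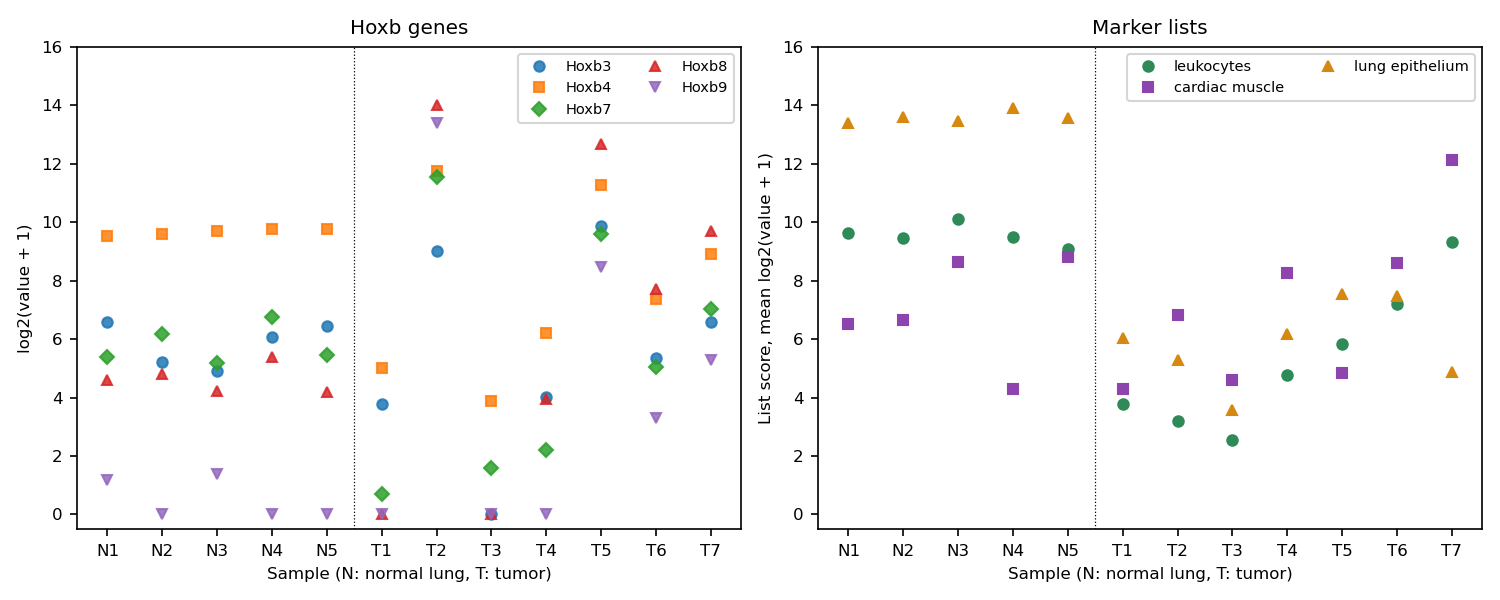
Left, log2(value + 1) of 5 Hoxb genes in normal lungs 1 to 5 (N) and tumors 1 to 7 (T), with Hoxb8 at 14.005 in tumor 2 and 0 in tumors 1 and 3. Right, scores of the leukocyte, cardiac muscle and lung epithelium lists in the same samples, with tumor 7 at 9.32 for leukocytes, 12.15 for cardiac muscle and 4.89 for lung epithelium.

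Whether tumors that share a title number resemble each other bears on how many independent tumors the series holds. Spearman correlations averaged 0.953 ± 0.027 over 4 pairs with the same number (SD) and 0.929 ± 0.028 over 17 pairs with different numbers (SD). The difference of 0.0236 did not pass 0.05 in an exact one-sided permutation test over 210 arrangements (p = 0.0619). Over the 1000 most variable genes the difference was 0.256 and passed it (exact permutation p = 0.00952). Treating tumors of one number as correlated in limma (consensus correlation 0.304) gave 5503 genes higher and 5777 lower in tumor, and averaging them gave 5432 and 5779.

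The titles also allow a secondary comparison of 2 tumors with the word for trachea against 4 with the word for lung. Of 23282 genes tested with limma, 0 had an adjusted p under 0.05, the smallest adjusted p was 0.249, and 2086 genes had an unadjusted p under 0.05. DESeq2 on the recovered reads of 5 tumors called 293 genes, 168 higher and 125 lower in the trachea-titled tumors, while edgeR on the same reads called 0 with 1407 at an unadjusted p under 0.05.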

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

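The tests of other splits of the samples, of GC content and length, of Y-linked expression, of normal lung and of cardiac tissue in tumor 7 were chosen only after the result they bear on was seen. The tests of depth and of other non-tumor tissue were fixed before their results were known.

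The counts of genes differing between tumor and normal lung were large enough to ask whether chance or a technical difference produced them. For chance, the real grouping was compared with other divisions of the 12 samples into 5 and 7. In 100 of the 792 possible splits, the real one included, only 1 split, the real one, gave as many genes higher in tumor, 1 as many lower, and 1 as many past the adjusted p threshold. The largest count past the threshold in another split was 1277. A technical difference that followed the tissue would give the same outcome, so this comparison bears on chance alone. Tumor libraries were deeper, and thinning the reads of 11 samples to 11126432 each left 13444 genes past the threshold, against 13966 for the same samples without thinning. Centring by GC content and transcript length left 14475. Across genes, which are not independent replicates, fold changes had Spearman correlations of 0.0108 with GC content and 0.0398 with length. Y-linked genes were unequally present, with scores of 9.18 to 9.43 in 4 of 5 normal lungs and 9.14 in 1 of 7 tumors, against 0 to 1.48 in the others. A Y-linked covariate left 11632 genes past the threshold, of which 11303 were among the original 14554. None of these differences accounts for most of the calls. The authors' processing before counting is not stated and was not tested. Scores of lung epithelium and endothelium were lower in every tumor than in every normal lung, and changes in cell composition were not separated from changes within cells.

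Single samples were set against the others of their group for 58 results, in normal lung and in tumors separately. In 8 of these comparisons the highest or lowest sample stood apart by the 95% limit of Dixon's ratio, where 5.8 would be expected by chance. Tumor 7 accounted for 2. It had the lowest Elavl3 log2 value of the tumors, 12.79 against 13.78 to 14.36 in the others. It also had the highest Ccng1 value, 10.40 against 8.74 to 9.23, toward the normal lung mean of 10.94. A candidate explanation is non-tumor tissue in that sample. Its leukocyte score of 9.32 was within the normal lung range, and its cardiac muscle score exceeded the highest other sample by 3.33, against an SD of 1.85 among normal lungs. Its lung epithelium score differed from the mean of the other tumors by -1.13, which goes against admixed normal lung. Genes specific to tumors 1 to 4 against normal lung (381 genes) were lower in tumor 7 than in tumors 5 and 6 by a median of -0.99, with quartiles of -1.26 and -0.70 and 94.5% of them lower. These values are consistent with dilution of the tumor RNA by tissue other than lung epithelium, heart and leukocyte RNA included, but a lower expression of these genes in the tumor cells themselves was not excluded.

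The other 6 concerned normal lung, and no biological explanation was tested for them. Of these, 3 rest on few reads. Ina was highest in normal lung 4 at 1.93, with the others at 0, and its normalized count of 2.82 is below the 4.23 that 3 reads give in that sample. Syt1 was lowest in normal lung 4 at 2.39, the value of 3 reads, against 4.19 to 4.35 in the others. Elavl4 was lowest in normal lung 3 at 0, against 3.09 to 3.80, in the library with the fewest reads. Chgb was highest in normal lung 5 at 5.33, against 3.62 to 3.92, and Scg3 was lowest in normal lung 2 at 4.27, against 5.24 to 5.52. The proliferation score was highest in normal lung 3 at 7.51, against 6.56 to 6.80, and remained below the lowest tumor at 10.40. The cause was not tested.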

How the results depend on the processing

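Equal totals, the Y-linked covariate, GC and length centring, every count test and the similarity without tumor 7 were alternatives chosen after seeing the data. The count tests listed at the outset were run only on recovered reads, so they stand among these. No paired analysis was possible because the labels pair no normal lung with a tumor.

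Genes past the threshold numbered 11204 to 15258 over the alternatives, and no gene past it both there and originally had the opposite sign in any of them. Leaving out each sample in turn gave 5326 to 5866 genes higher and 5509 to 6256 lower. The count of lower genes moved beyond 1.5 times only in edgeR with TMM (3767 against 5805), which tested 18308 genes and moved the median fold change by 0.14. Limma on the same 11 samples gave 5584 lower genes, and against that count 3767 is within 1.5 times. Equal totals raised the share of higher genes among calls from 49.5% to 55.8%.

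The neuroendocrine, proliferation, lung epithelium, endothelium and leukocyte scores kept their direction and stayed past the threshold in every alternative run for them. Scores were not compared under the count tests, other filters, correlation within title number, the Y-linked covariate, or GC and length centring. Among the count tests, edgeR called 5 or 6 of 13 leukocyte genes lower, against 11 in limma on the same samples and 12 on all samples. The p53 target difference was reversed with z-scores (0.10) and equal totals (0.14, under the 0.20 median shift). It was largest in size with the median over the list (-0.40, adjusted exact permutation p of 0.0913), and was never past the threshold. The MHC class I difference passed it at -1.27 without the trachea-titled tumors (adjusted exact permutation p of 0.00926, range 0.00505 to 0.237). Leaving out each sample gave -1.48 to -0.92, and only the fit without tumor 7 passed. Similarity of same-numbered tumors passed over the 1000 most variable genes (0.256) and without tumor 7 (0.0302). The site word gave 293 genes in DESeq2 and 0 in each other alternative, with 1399 to 3102 genes at an unadjusted p under 0.05. The cause of this difference was not tested. In the simulation of 5 against 6 samples, 16.7% of the DESeq2 calls were false. That simulation used the spread of normal lung and was not run at this size.

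For 51 named genes judged by sign and adjusted p alone, 1375 combinations of gene and alternative gave 1328 unchanged, 20 weaker, 11 stronger and 16 reversed calls. Of these genes, 40 were unchanged throughout. The weaker calls were those of Vwf, Ptprc, H2-Aa and Rnase6, 5 each, in count tests and, for Vwf, also with the Y-linked covariate. The reversals concerned genes that did not pass the threshold. With edgeR (TMM, RLE, upper quartile and no filter) Myh6 gave 2.20, 2.09, 2.10 and 2.13, Tlr11 2.04, 1.94, 1.93 and 1.97, and Xcr1 1.12, 1.03, 1.02 and 1.06. DESeq2 gave Tlr11 1.94 and Xcr1 1.03. The Y-linked covariate gave Hoxb8 -0.62 and Nppa -0.51. The limma values average logarithms and the count tests compare mean counts, so few high tumors weigh more in the latter. From normal lung to tumors, mean normalized counts rose from 776 to 2821 for Myh6, 61.8 to 201 for Tlr11 and 165 to 286 for Xcr1. Their mean log2 values fell, so the sign for these genes follows the kind of mean. The cause of the weaker calls and of the reversals with the Y-linked covariate was not tested.

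Thinning 11 samples to 11126432 reads left 13444 genes past the threshold. Depth limits genes under 3 reads per sample.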

Other observations

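Of the tests in this part, those of other Hox genes and of normal lung for the Hoxb pattern were chosen only after the result was seen, and those of copy gain and of pseudogenes were fixed before it. The genes named here outside the lists, Hoxb3, Hoxb4, Hoxb7, Hoxb9, Skap1, Gapdh and Actb, were chosen after their values were seen.

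Several genes of the Hoxb cluster, a run of neighbouring developmental regulators, were at or near 0 in some tumors and high in others. Hoxb8 was 14.005 in tumor 2 and 12.67 in tumor 5, 9.69 in tumor 7 and 7.71 in tumor 6, and 0 in tumors 1 and 3. Hoxb9 was 13.40 in tumor 2, 8.46 in tumor 5, and at most 1.39 in normal lung. The median difference of 7 Hoxb genes between tumor 2 and tumors 1, 3 and 4 was 6.73. Admixed normal lung cannot account for it, since Hoxb8 in tumor 2 exceeded the highest normal lung value by 8.62. A gain of copies of the whole region might raise neighbouring genes too, but the 10 nearest tested genes on each side had a median difference of 0.49, with 6 of 20 at 1 or more. Skap1, next to the cluster, was higher by 4.22, and it was also high in tumor 5, at 10.14. Tissue with a broader Hox pattern might have been included, but 16 Hoxa, Hoxc and Hoxd genes had a median difference of 0.91, with 3 at 2 or more. Tumor 2 did have the highest skeletal muscle score of the tumors, 6.69 against 3.73 or less. Normal lungs ran from 2.28 to 6.66 in that score. Whether such tissue bears on the Hoxb values was not tested. Some neighbours and some other Hox genes were higher than in tumors 1, 3 and 4, so the medians of 0.49 and 0.91 do not exclude either alternative. Of the neighbours at 1 or more, some lay above normal lung in tumor 2 and others within or below its range. A gain limited to the cluster was not tested. Tumors 1, 3 and 4 also lay below normal lung for Hoxb4, at most 6.20 against 9.54 to 9.78. For Hoxb7 they were at most 2.20 against 5.19 to 6.76. Hoxb8 was at most 3.94 in these tumors against 4.19 to 5.39, and Hoxb3 at most 4.02 against 4.91 to 6.57. Lower values in these tumors thus contribute to the difference for Hoxb3, Hoxb4, Hoxb7 and Hoxb8, while Hoxb9 was already low in normal lung. A local activation of the cluster in some tumors is a hypothesis, from 1 tumor tested and without DNA or chromatin data. By title number, the 3 tumors with 201 all had Hoxb8 at 7.71 or more and the 2 with 159 at 3.94 or less. What the number stands for is not stated, and its relation to Hoxb8 was not tested.

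Gapdh, usually among the highest genes of a poly-A library, had only 160 ± 65.7 normalized counts in normal lung (SD, n = 5) and 728 ± 262 in tumors (SD, n = 7), while Actb had 63281 ± 16305 and 32320 ± 19762. Loss of reads that also match processed pseudogenes is a candidate explanation, since 82.5% of the 50-base windows of Gapdh but 11.3% of those of Actb recur in pseudogene transcripts. If it applied broadly, ribosomal protein genes with many shared windows would be lower. Across 78 such genes, which are not independent replicates, the Spearman correlation between shared windows and mean log2 value was -0.18 (permutation p of 0.122), weaker than the -0.5 limit fixed for the test. Only 3 of these genes had no shared window, and the median log2 value was 8.15 for genes with at most 50% of windows shared and 8.17 above that. The predicted drop was not seen, but a comparison within these genes cannot show a loss common to all of them. Few genes without shared windows were available for contrast, so loss of reads at Gapdh is neither supported nor excluded. Comparisons that scale to Gapdh would be affected.

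Cartilage genes, from a list fixed before the data were examined, were higher in tumor for 3 of 6 genes and did not pass the threshold for 3. Col2a1 changed by 5.47 (SE 0.66) and Acan by 4.53 (SE 0.86) in limma, with all normal lungs at or under the floor of 3 reads. The other, Col9a1, had 4.51 ± 3.29 normalized counts in tumors, under the 4.85 that 3 reads give in normal lung 3, and its call rests on few reads. The score was 3.59 ± 0.82 in tumors (SD, n = 7) and 1.05 ± 0.37 in normal lung (SD, n = 5). It was not specific to the trachea-titled tumors, at 3.40 in tumor 1 and 4.37 in tumor 7, and was highest at 4.68 in tumor 2. No explanation was tested.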
